A study of Mus musculus with 4 samples. Its data were reported in "Extracellular-vesicle-mediated transfer of let-7b/7c promotes the proliferation of transition-state spermatogonia in neonatal mouse testis" (2025).

How the data were processed

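Libraries had been prepared by the authors with the 10x Genomics droplet protocol, 2 per arm, and sequenced. The input described by the study was cell clumps of primary spermatogonial cultures, digested to single cells. According to the methods of the study and the file headers, reads were aligned to mm10 with the GENCODE vM23 annotation and UMIs were counted with Cell Ranger 7.0.1. The values deposited by the authors are raw UMI counts per gene and cell barcode, in a matrix per library over 32285 genes, with barcodes already called as cells and without normalization. The groups and replicate numbers came from the sample titles. Matrices of vehicle 1, vehicle 2 and EV 1 were used. For EV 2 only the list of 6794 barcodes was used, and its expression was not analysed here. Between any pair of libraries at most 22 barcodes were shared, so no library was a copy of another. The vehicle libraries were treated as 2 replicates on the word of the sample titles. A chi-square per degree of freedom, over genes with at least 20 UMIs, describes the distance between libraries and does not say whether they came from separate cultures.

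Cells were kept as in the study's methods, with over 400 and under 4000 genes and under 10% mitochondrial UMIs, which passed 8896, 9334 and 4977 barcodes of vehicle 1, vehicle 2 and EV 1. Doublets were scored with Scrublet in scanpy 1.11.5, and the highest scores of each library were removed at 0.8% per 1000 cells, which took out 633, 697 and 198 cells (7.12%, 7.47% and 3.98%). The study used another doublet caller. A total of 21679 cells with 27565 detected genes remained. Counts were normalised to 10000 UMIs per cell and log-transformed. The 2000 most variable genes, 30 principal components and a graph of shared neighbours (20 per cell) were used for Leiden clustering at a resolution of 0.5, without batch integration (Python 3.11.15, anndata 0.12.19, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0, leidenalg 0.10.2, igraph 0.11.9, matplotlib 3.10.9).

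Cluster names came from marker lists fixed before the data were examined, as were the filters, the comparisons, the let-7 list, the rule for named genes and all but 1 kind of alternative. The lists covered germ cells, fibroblasts, Sertoli cells, Leydig cells, peritubular myoid cells, macrophages and endothelial cells, and no cluster reached the 3 detected markers needed for a name from the last 5. A marker counted for a cluster when it was detected in at least 5% of its cells and at least 0.5 log2 units above the other cells. That threshold was set once the files were at hand, before any cluster was looked at, and it left clusters 5 and 6 unnamed, with 3.59%, 3.27% and 4.60% of the cells of vehicle 1, vehicle 2 and EV 1. The cell types were rebuilt here from the counts, so that a difference from the study may come from the names. Germ cell-like cells were clustered again alone with the same settings and read against lists for stem cells, progenitors and differentiating spermatogonia.

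Because the EV arm had 1 library with counts, no test across samples was made, and no p-value, standard error or count of changed genes is given. Shares carry 95% Wilson intervals. UMIs were summed per library and class, given as CPM (counts scaled to a total of 1e6) with exact Poisson intervals, and compared as the log2 ratio of EV 1 to the vehicle mean with 0.5 UMI added to each sum. Ratios to the pooled vehicle libraries carry exact conditional intervals. All of these cover counting error only. For a gene without UMIs in EV 1 the fold is a bound computed at 3 counts. Vehicle means are given with the SD of 2 libraries. To compare shares of cells across depths, each cell was thinned to 1000 UMIs and shallower cells were left out. Cell cycle phases followed the study's rule (G1 where both scores are under 0) with 43 S genes and 54 G2/M genes of Seurat's lists. The library-wide difference is the 90th percentile of the absolute log2 ratio over genes with at least 200 UMIs in the class, at the summed depth of the shallowest library and averaged over 20 thinning draws.

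Genes named in the text are those of the study's marker lists, the real-time PCR panel and the fixed marker lists. In addition, within each class, the text names the 5 genes with the highest and the 5 with the lowest log2 ratio among genes with at least 200 UMIs whose value in EV 1 lay outside the vehicle range by more than the distance between the vehicle libraries, except that 4 of the 5 highest genes of fibroblast-like cells are given. Cd24a and the leading genes of clusters are named as features of the marker lists or of the clustering. Mt1 and Mt2 were named after their values were seen. Gene lists were compared with 10000 random lists of the same size, matched on mean expression in 20 bins. The let-7 list held 46 genes, with Tmem2 matched under its newer symbol Cemip2. Another 8 lists for stress and handling were written after the clusters were seen. They covered immediate early genes, heat shock, the integrated stress response, hypoxia, metallothioneins, interferon response, p53 response and nuclear-retained RNA. Positions are from GENCODE vM21 on GRCm38, the assembly that mm10 names, matched on the Ensembl gene identifier. All 211 of 211 genes looked up had a position, although the release is not the one used for counting, so gene ends can differ.

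Alternatives were every deposited barcode with doublets still removed, no upper limit on genes, doublets kept, other Leiden resolutions (0.2 and 1.0, and 0.3 for subclusters), clustering without the marker genes, a class for each cell from its own marker UMIs (at least 2 UMIs after thinning), TMM factors from edgeR 4.0.16 and size factors from DESeq2 1.42.0 (R 4.3.3) used as scaling only, the mean over cells of counts per 10000, thinning to 2000 UMIs or none, cycling cells by a UMI of Mki67 or Top2a, a minimum of 50 UMIs per gene, leaving out genes over 10 times higher in the other class, and leaving out each vehicle library. Equal numbers of cells per library was added after the data were seen.

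The steps over many genes were tested on simulated counts drawn from the vehicle means at the depths of the 3 libraries, with 200 genes changed by known folds. Over the 9947 genes of germ cell-like cells, 198 of 200 changed genes had the right direction with a median absolute error of 0.17 log2 units, and over the 10268 genes of fibroblast-like cells 200 of 200 with 0.06. Of the 10 genes named by the rule, 9 in each class were truly changed. The condition on the vehicle range alone was met by 73.5% of unchanged genes in germ cell-like and 36.3% in fibroblast-like sums, so that it excludes little and the rule rests on the size of the ratio. Of 20 random lists, 19 in germ cell-like and 18 in fibroblast-like sums lay inside the 95% range. These lists were drawn at random from the same simulated genes, so such a share follows by construction. It does not tell how lists of genes that vary together would behave.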

Results

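Single-cell transcriptomes were collected from primary spermatogonial cultures of mice. These cultures were started from the testes of male pups at postnatal day 6. Thy1-positive cells, a fraction enriched in undifferentiated spermatogonia, were grown on STO cells, a line of mouse embryonic fibroblasts that serves as a feeder layer. The cultures then received either PBS (vehicle) or extracellular vesicles (EVs) from testes of postnatal day 7 mice at 1 μg/mL for 3 days. Each arm had 2 libraries, called vehicle 1, vehicle 2, EV 1 and EV 2 here. Expression was measured in vehicle 1, vehicle 2 and EV 1, while EV 2 entered with its 6794 cell barcodes only and its expression was not analysed here. The EV arm was therefore described by 1 library, no test across samples was made, and a difference between the arms has no replicate check. The deposited barcodes numbered 9291 in vehicle 1, 9738 in vehicle 2 and 5249 in EV 1. Unique molecular identifiers (UMIs, 1 per captured RNA molecule) summed to 23686047 in vehicle 1, 27444797 in vehicle 2 and 10793232 in EV 1. The median depth was 2029, 2234 and 1722 UMIs per barcode in that order, with a median of 1281, 1392 and 1014 genes. After the filters on cells and doublets, 8263 cells of vehicle 1, 8637 of vehicle 2 and 4779 of EV 1 were kept. All intervals below are 95% intervals and cover counting error only.

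Before the groups were compared, the vehicle libraries were set against each other. The chi-square per degree of freedom of their summed UMIs was 3.24 over 18534 genes, above the 1.11 and 1.39 found between random portions of the cells of vehicle 1 and of vehicle 2. They were counted as separate libraries by their labels, and this measure does not tell whether they came from separate cultures. Against EV 1 the same measure was 106.7 for vehicle 1 and 110.1 for vehicle 2.

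To ask whether EV treatment shifted the makeup of the sampled cells, the cells of the 3 libraries were clustered together. The study describes digested cell clumps as the input, so the shares are those of the loaded cells and may differ from the whole culture. Of 7 clusters, clusters 0 and 1 carried all 10 fixed germ cell markers and were called germ cell-like. Clusters 2, 3 and 4 carried 12, 3 and 8 of 15 fibroblast markers and were called fibroblast-like, and clusters 5 and 6 stayed unnamed. Germ cell-like cells made up 62.8% of vehicle 1 (Wilson interval 61.7 to 63.8), 62.9% of vehicle 2 (61.8 to 63.9) and 8.01% of EV 1 (7.28 to 8.82). The EV library differed from the vehicle mean by −54.8 percentage points, while the vehicle libraries stood 0.0953 points apart. Fibroblast-like cells made up 33.6% of vehicle 1 (32.6 to 34.7), 33.9% of vehicle 2 (32.9 to 34.9) and 87.4% of EV 1 (86.4 to 88.3), a difference of 53.6 points. The number of fibroblast-like cells per germ cell-like cell was 0.536, 0.539 and 10.9 in vehicle 1, vehicle 2 and EV 1. Unnamed cells took 3.59%, 3.27% and 4.60%. The alternative that moved these differences most gave each cell its class from its own marker UMIs, with −42.4 points for germ cell-like and 40.4 points for fibroblast-like cells.

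The fibroblast-like class was not made up alike in the 3 libraries. Cluster 2 held 20.7% of vehicle 1, 21.2% of vehicle 2 and 4.23% of EV 1, whereas cluster 3 held 4.64%, 4.64% and 51.4%. Leading genes of cluster 3 were stress and chemokine genes, namely Cryab, Mt1, Hbegf, Cxcl1, Mt2, Hilpda and Ddit3, and immune genes (Ccl7, Ccl2, Ifit1) were among those of cluster 2. Since 75.8% of the cells of cluster 3 came from EV 1, and Mt1 and Mt2 differed between the libraries within both classes, this cluster may stand for that library rather than for a cell type, and its size is not read as a result. Cluster 4 had a low median depth of 1305 UMIs, leading genes that mostly carry provisional names, and 8.33%, 8.02% and 31.7% of the cells of vehicle 1, vehicle 2 and EV 1.

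**Figure D1:**
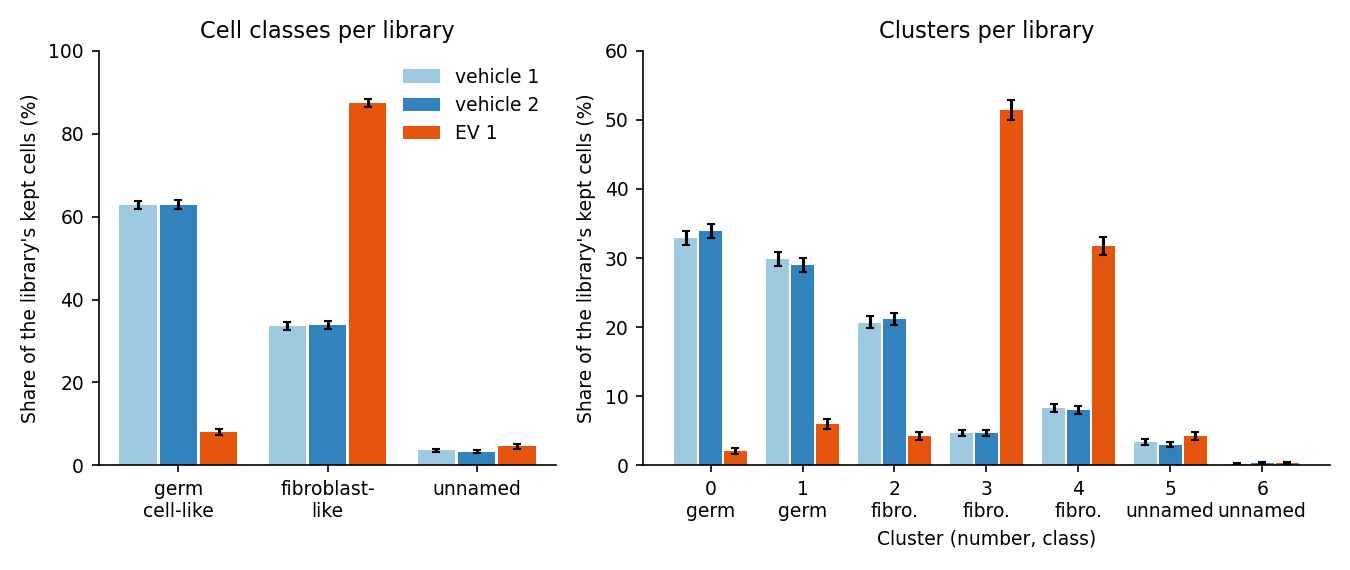
Share of each library's kept cells in percent (y axis, bars, with 95% Wilson intervals) for the cell classes (left) and for clusters 0 to 6 (right) in vehicle 1, vehicle 2 and EV 1. Germ cell-like cells fall from 62.8% and 62.9% in the vehicle libraries to 8.01% in EV 1, and fibroblast-like cells stand at 87.4% in EV 1.

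Which clusters carried germ cell transcripts was measured with 9 germ cell markers (Ddx4, Dazl, Dnd1, Sall4, Mael, Tdrd5, Stk31, Tex15 and Taf4b), as summed CPM (UMIs scaled to a total of 1e6 per class and library). In cluster 0 they reached 2378 CPM in vehicle 1, 2493 in vehicle 2 and 2100 in EV 1, and in cluster 1 they reached 2055, 2117 and 1751. Every other cluster had at most 104 CPM in any library. The lowest value was 6.89 CPM in EV 1 in cluster 3. Summed over the class, fibroblast-like cells held 49.2, 45.4 and 9.63 CPM, which is 2.18%, 1.92% and 0.517% of the level in germ cell-like cells of vehicle 1, vehicle 2 and EV 1. These markers had a part in naming the clusters, so the values describe the classes and do not test them. Dazl (ENSMUSG00000010592; GRCm38 chromosome 17, 50279395 to 50293636) was then read cell by cell, with each cell thinned to 1000 UMIs. A Dazl UMI was present in 31.7% of all cells of vehicle 1, 31.2% of vehicle 2 and 2.76% of EV 1 (2.28 to 3.33). Among germ cell-like cells of EV 1 the share was 38.3% at a median depth of 1351 UMIs before thinning. In those of vehicle 1 and vehicle 2 it was 48.8% and 48.5%, so a lower share within the class added to the fall over all cells. Fibroblast-like cells of EV 1, with a median depth of 2252 UMIs, gave 0.0888%, and those of vehicle 1 and vehicle 2 gave 1.26% and 0.883%, which is read as free RNA. The sum of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, which cells of male pups carry, was 177, 183 and 189 CPM in germ cell-like cells and 3.32, 3.99 and 0.650 CPM in fibroblast-like cells of vehicle 1, vehicle 2 and EV 1. Xist, from the inactive X chromosome, had 9, 13 and 16 UMIs in fibroblast-like cells, too few to compare.

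The markers by which the study named stem cells and progenitors were summed per class. The stem cell genes Zbtb16, Lhx1, Bcl6b, Etv5 and Ret had 439, 465 and 226 CPM in germ cell-like cells of vehicle 1, vehicle 2 and EV 1 and 23.3, 23.9 and 21.8 CPM in fibroblast-like cells. The progenitor genes Rara, Upp1 and Rarg had 33.9, 34.7 and 39.0 CPM in germ cell-like cells and 136.4, 131.3 and 162.5 CPM in fibroblast-like cells. Their level in fibroblast-like cells was thus 403%, 378% and 417% of that in germ cell-like cells of the same library. Of the 9 fibroblast genes named by the study, Col1a1, Col4a1, Pdgfra, Pdpn and Ly6c1 were higher in fibroblast-like cells of every library, Aifm2 was at similar levels in both classes of the vehicle libraries, and Ly6c2 had too few UMIs. Epcam, in contrast, had 576, 594 and 493 CPM in germ cell-like cells against 7.90, 8.93 and 0.758 CPM in fibroblast-like cells. Cd24a was likewise at 67.5 and 62.8 CPM in germ cell-like cells of the vehicle libraries against 1.27 and 1.65 CPM in fibroblast-like cells. Epcam, Col1a1, Col4a1, Pdgfra, Pdpn and Ly6c1 had a part in naming the clusters, and Cd24a had none.

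**Figure D2:**
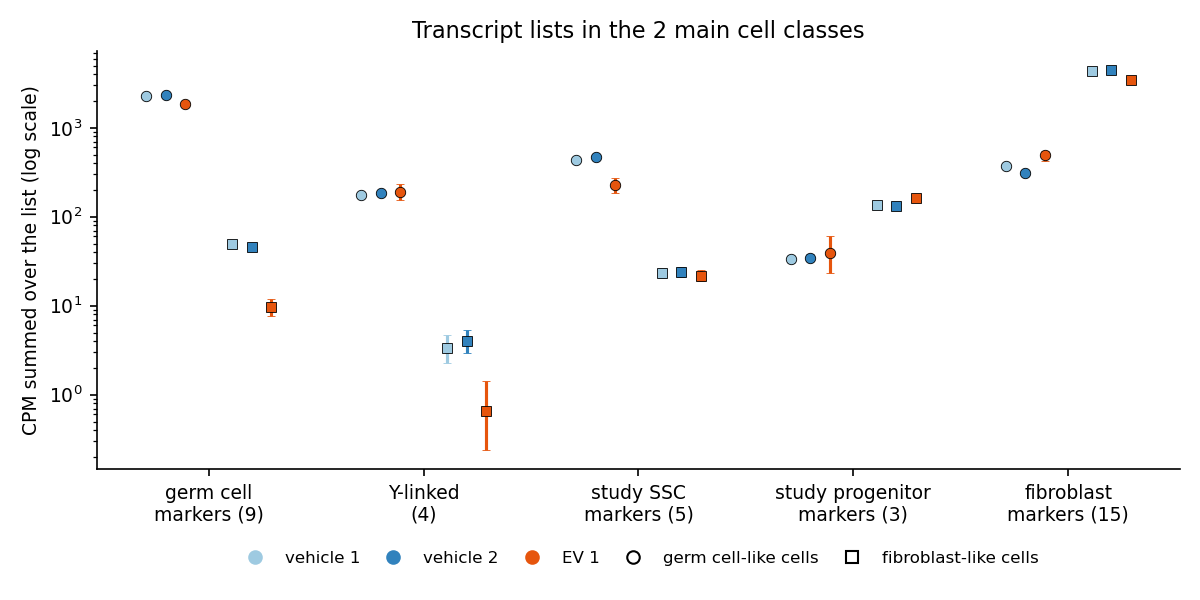
Summed CPM of 5 transcript lists (log y axis) in germ cell-like cells (circles) and fibroblast-like cells (squares) of vehicle 1, vehicle 2 and EV 1, with exact Poisson intervals as bars. Germ cell and Y-linked transcripts lie far lower in fibroblast-like cells, with 9.63 and 0.650 CPM in EV 1, whereas the progenitor genes named by the study lie higher there, with 162.5 CPM in EV 1.

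The next question was whether markers measured by real-time PCR in the study moved over all sampled cells and within germ cells. With EVs, the study reported lower Id4, Gfra1, Zbtb16, Ret and Lhx1 by that assay. Stra8 and Kit were comparable, and Neurog3, Rara and Rarg were higher. Over all kept cells, the median log2 ratio of EV 1 to the vehicle mean was −4.04 for the 5 stem cell genes and 0.81 for the 3 progenitor genes. Scaling moved these values most, to −3.85 and 1.00 with DESeq2 size factors. TMM factors shifted the median of all genes by 0.19 and DESeq2 size factors by 0.19 on the log2 scale. Gfra1 (ENSMUSG00000025089; chromosome 19, 58235604 to 58455909) went from 108.4 CPM ± 5.26 (SD, n = 2) in the vehicle libraries to 6.78 CPM in EV 1 (exact Poisson interval 5.27 to 8.60). Zbtb16 (ENSMUSG00000066687; chromosome 9, 48654297 to 48836222) went from 86.2 CPM ± 2.54 (SD, n = 2) to 5.19 CPM (3.87 to 6.80). The log2 ratios of Ret, Lhx1, Stra8 and Kit were −4.10, −4.30, −4.57 and −3.20. In contrast, Id4 (ENSMUSG00000021379; chromosome 13, 48261228 to 48266026) rose from 14.6 CPM ± 1.36 (SD, n = 2) to 28.2 CPM (25.0 to 31.7), a log2 ratio of 0.95. Rara (chromosome 11, 98927818 to 98974942) and Rarg (chromosome 15, 102234938 to 102257517) had log2 ratios of 0.42 and 0.81, and Upp1 (chromosome 11, 9118103 to 9136170) had 1.20. Neurog3 had 7, 6 and 0 UMIs in vehicle 1, vehicle 2 and EV 1, so that no fold is given. Apart from Neurog3, each of these differences was larger than the distance between the vehicle libraries. Over all cells, Id4, Stra8 and Kit thus did not follow the real-time PCR of the study. That is another assay, and the EV arm had 1 library here.

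Within germ cell-like cells the differences were smaller, and the 383 such cells of EV 1 held only 487010 UMIs. The median log2 ratio was −0.93 for the stem cell genes and 0.24 for the progenitor genes. With the mean over cells of counts per 10000 these values became −1.06 and −0.20, so that the direction for the progenitor genes depended on the setting. The 0.24 is the value of Rarg, with 3 UMIs in EV 1. It rests largely on the 0.5 UMI added, since the ratio of Rarg to the vehicle mean was 1.02 without it. Zbtb16 stood at 0.255 of the pooled vehicle level (interval 0.158 to 0.390), Gfra1 at 0.369 (0.261 to 0.507), Ret at 0.476 (0.304 to 0.710), Lhx1 at 0.501 (0.258 to 0.879) and Stra8 at 0.408 (0.282 to 0.571). For Kit the ratio was 0.961 (0.576 to 1.51), for Etv5 0.747 (0.535 to 1.02) and for Bcl6b 1.33 (0.684 to 2.36), and no difference was detectable at this depth. Id4 had 4 UMIs in EV 1 and a ratio of 0.529 (0.143 to 1.37). Rara had 9 UMIs and a ratio of 0.853 (0.388 to 1.63), Rarg 3 UMIs and 1.02 (0.207 to 3.04), and Upp1 7 UMIs and 2.17 (0.857 to 4.58), none of them apart from the vehicle libraries beyond counting error. In fibroblast-like cells, which held 276 of the 283 Id4 UMIs of EV 1, the log2 ratios were 1.09 for Id4, 0.20 for Rara, 0.12 for Rarg and 0.39 for Upp1. The interval of the Rarg ratio there, 0.953 to 1.24, included 1.

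**Figure D3:**
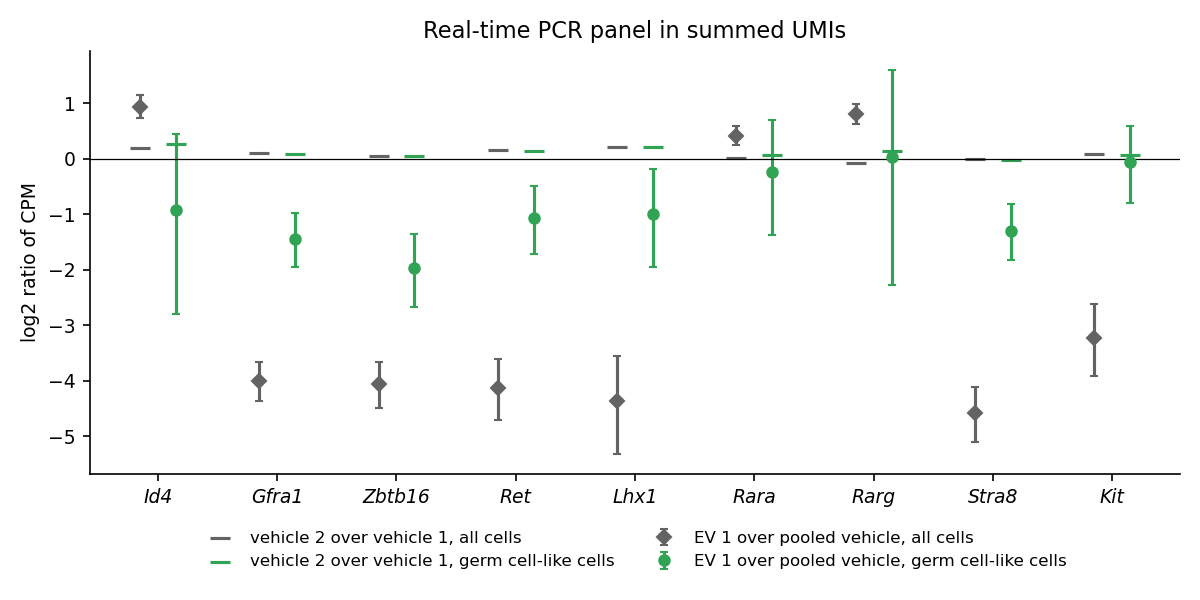
Log2 ratio of CPM (y axis) for the genes of the real-time PCR panel over all cells (diamonds) and over germ cell-like cells (circles), EV 1 over pooled vehicle with counting intervals as bars. Dashes mark vehicle 2 over vehicle 1, and Neurog3 is left out for its 7, 6 and 0 UMIs.

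Whether EV-treated spermatogonia cycled more was asked with the cell cycle phases, after each cell was thinned to 1000 UMIs. Of germ cell-like cells, 94.6% of vehicle 1 (93.9 to 95.2), 95.3% of vehicle 2 (94.7 to 95.9) and 79.5% of EV 1 (74.3 to 84.0) were in S or G2/M, a difference of −15.4 points. Thinning left out 287, 238 and 119 shallower germ cell-like cells, so that 264 cells of EV 1 remained. Without thinning the shares were 95.2%, 95.7% and 78.9%. Thinning to 2000 UMIs moved the difference most, to −2.32 points. At that depth 26 germ cell-like cells of EV 1 were left, with a share of 96.2% (81.1 to 99.3) against 98.7% and 98.2%, and no difference was detectable. A UMI of Mki67 or Top2a was present in 49.4%, 52.8% and 38.6% (33.0 to 44.6) of germ cell-like cells at 1000 UMIs, and in 63.2%, 65.9% and 36.0% without thinning. In CPM, Mki67 stood at 349, 415 and 203 and Top2a at 688, 733 and 446 in vehicle 1, vehicle 2 and EV 1. Among fibroblast-like cells, 10.5%, 11.7% and 5.45% were in S or G2/M, a difference of −5.62 points. The share with a UMI of Mki67 or Top2a moved that difference most, to −3.43 points. Germ cell transcripts were also lower in fibroblast-like cells of EV 1, and part of these Mki67 and Top2a UMIs can be free RNA of germ cell-like cells.

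Clustered alone, the germ cell-like cells formed 4 subclusters, none of which the fixed markers named. Subcluster 0, led by Sugct, Spag16 and Mdga2, held 41.8% of the germ cell-like cells of vehicle 1, 40.8% of vehicle 2 and 67.4% of EV 1, a difference of 26.0 points, which became 25.1 points at a Leiden resolution of 0.3. Its leading genes included Junb and Ier3, which were higher in germ cell-like cells of EV 1 (log2 ratios of 0.99 and 0.60), and Egr1 and Lhx1, which were lower (−0.92 and −0.93), so its share is not independent of such differences and is given as a description. The subclusters led by histone genes, by Ube2c and Cdc20, and by Mki67 and Grip1 held 20.1%, 6.53% and 6.01% of the germ cell-like cells of EV 1.

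**Figure D4:**
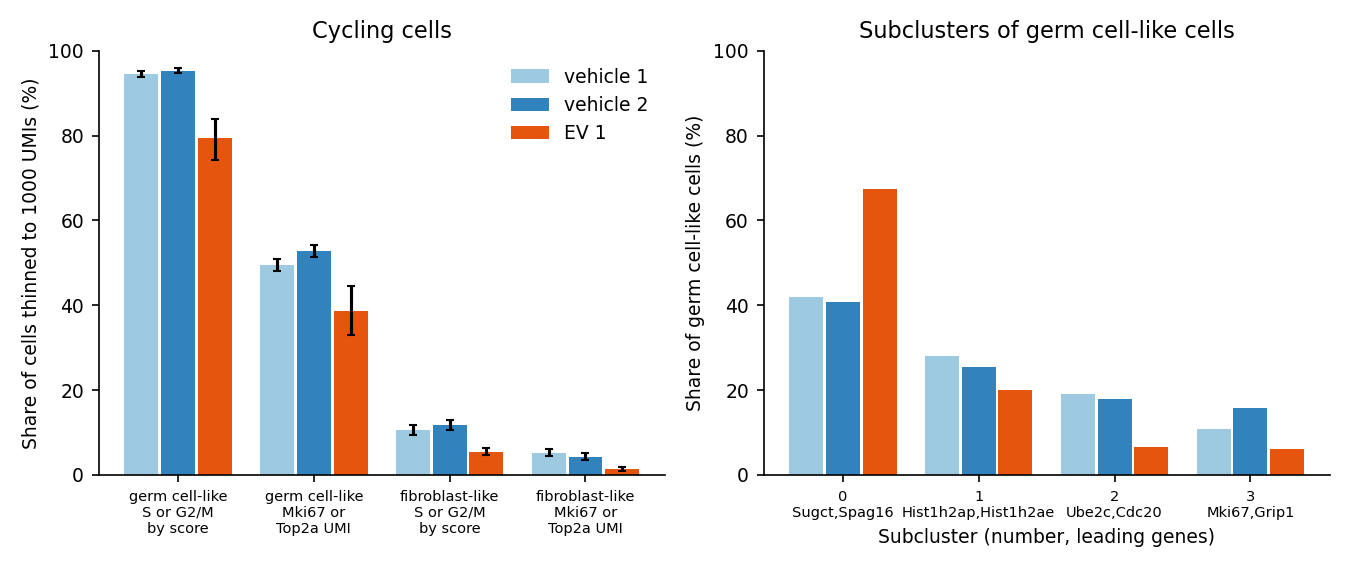
Left, share of cells thinned to 1000 UMIs that were cycling, in percent, by phase score or by a UMI of Mki67 or Top2a, with 95% Wilson intervals, in vehicle 1, vehicle 2 and EV 1. Right, share of germ cell-like cells in each subcluster. Germ cell-like cells in S or G2/M stand at 94.6%, 95.3% and 79.5%, and subcluster 0 holds 67.4% of EV 1.

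To see whether EV 1 stood apart from the vehicle libraries within a class, the 90th percentile of the absolute log2 ratio over genes was compared at equal summed depth. In germ cell-like cells, over 9947 genes and 487010 UMIs per library, it was 1.09 for EV 1 over vehicle 1 and 1.09 over vehicle 2, against 0.91 between the vehicle libraries. Against the vehicle mean it was 0.98, and lowering the minimum to 50 UMIs per gene moved it most, to 1.33. With that minimum, the value was 1.58 for EV 1 over each vehicle library against 1.47 between the vehicle libraries, so that the gap was narrower. In fibroblast-like cells, over 10268 genes and 9237313 UMIs per library, the values were 0.74 and 0.72 against 0.25. Against the vehicle mean it was 0.72 there, and 0.89 with the lower minimum. Within cluster 2 the values were 0.95 and 0.94 against 0.77, within cluster 3 they were 0.67 and 0.66 against 0.43, and within cluster 4 they were 0.65 and 0.66 against 0.38.

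By the fixed rule, the 5 lowest genes of germ cell-like cells were Dmac2, Hoxb6, Jade2, Dexi and Coq10a. None had a UMI in germ cell-like cells of EV 1, for which the upper limit is 7.57 CPM. Their log2 ratios, with 0.5 UMI added, were −4.44, −4.27, −4.00, −3.91 and −3.64, and the folds below are bounds at 3 counts (6.16 CPM). That value lies below the upper limit of 7.57 CPM, at which each fold would be smaller, so the bounds hold for 3 counts only. Dmac2 (ENSMUSG00000057229; chromosome 7, 25619414 to 25625551) had 21.0 and 23.6 CPM in the vehicle libraries and was at least 3.62-fold lower in EV 1. Hoxb6 (chromosome 11, 96292476 to 96301569) was at least 3.21-fold lower, Jade2 at least 2.66-fold and Coq10a at least 2.07-fold, with Dexi between these. The 5 highest were Pid1, Setbp1, Gpc3, Arl8a and Cxcl1, with log2 ratios of 2.58, 2.31, 2.29, 2.20 and 2.10. Gpc3 (ENSMUSG00000055653; chromosome X, 52272426 to 52613950) rose from 19.0 CPM ± 2.40 (SD, n = 2) to 92.4 CPM (67.4 to 123.6), with 2.33 CPM as the mean over the libraries in fibroblast-like cells. The other 4 were at least as abundant in fibroblast-like cells, with 214.0 CPM for Pid1, 78.9 for Setbp1, 106.0 for Arl8a and 273.2 for Cxcl1, so that free RNA can add to them, and Arl8a overlaps the gene Gm15445 on the same strand. In simulated germ cell-like sums without any change, the 5 lowest genes reached −3.22 or less and the 5 highest 1.36 or more by chance, so that the lowest genes, Coq10a above all, lie close to what chance gives.

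In fibroblast-like cells the 5 lowest genes were Tex15, Dazl, Fos, Cxcl10 and Hist1h1b, with log2 ratios of −3.58, −3.49, −3.25, −3.19 and −2.85. Tex15, Dazl and Hist1h1b were over 10 times higher in germ cell-like cells, whose free RNA was scarcer in EV 1 and can add to their fall. Hist1h1b had 9.85 and 7.98 CPM in the vehicle libraries here and a mean of 154.7 CPM in germ cell-like cells. Free RNA at the 2.18% and 1.92% found for the germ cell markers would give only part of that level. Fos (ENSMUSG00000021250; chromosome 12, 85473890 to 85477273) fell from 152.7 CPM ± 6.72 (SD, n = 2) to 16.0 CPM (13.5 to 18.8). Among the highest were Cxcl2, Prl8a9, Mt4 and Mrc1, with log2 ratios of 5.99, 3.14, 2.96 and 2.91. Cxcl2 (ENSMUSG00000058427; chromosome 5, 90903871 to 90905938) had 3, 4 and 214 UMIs in vehicle 1, vehicle 2 and EV 1. Cxcl2, Prl8a9, Mt4 and Hist1h1b belong to families of similar genes, and a share of their UMIs could come from a relative. Simulated sums without change gave −0.60 or less for the 5 lowest and 0.55 or more for the 5 highest genes of this class.

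Because the study named let-7b and let-7c as active cargo, 46 known or predicted let-7 targets were examined within each class. In germ cell-like cells, 40 of them had enough UMIs, 18 were lower and 22 higher in EV 1, and their median log2 ratio was 0.06. This lies at percentile 77.2 among 10000 random lists matched on expression, 95% of which lay between −0.16 and 0.16. In fibroblast-like cells, 35 had enough UMIs, 19 were lower and 16 higher, and the median was −0.02, at percentile 77.5. With TMM factors the median in fibroblast-like cells changed sign to 0.027, and without vehicle 1 the median in germ cell-like cells was 0.0039. The targets were not apart from matched random lists in either class.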

Values the study reported

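The study reported 29,853 cells and 23,904 genes over 4 samples, grouped into 9 clusters. For the clusters it assigned to stem cells (1, 2 and 5), it gave proportions of 46.7% ± 1.4, 45.0% ± 2.5 and 46.8% ± 1.8 with vehicle and of 3.4% ± 0.4, 5.0% ± 1.3 and 3.2% ± 0.4 with EVs. For clusters 3 and 4 and clusters 6 and 7 it gave increases of 1.4-fold and 2-fold with EVs.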

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

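Equal numbers of cells per library was the only alternative chosen after the results were seen. No paired analysis was possible because only 1 EV library was measured for expression, and the shared replicate numbers 1 and 2 in the labels do not say that libraries were prepared as pairs. Of the headline results, 41 alternative values moved beyond the spread between the vehicle libraries, 2 reversed and 37 stayed the same. Where no cause is given, the cause was not tested.

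The class shares kept their direction under every alternative. With each cell's class from its own marker UMIs, the differences were −42.4 points (germ cell-like) and 40.4 points (fibroblast-like), by construction, since cells with few marker UMIs then have no class. Leiden resolution 1.0 gave 42.9 points for fibroblast-like cells, because its unnamed clusters held more cells (17.7% of EV 1). Marker genes left out of the variable genes gave 53.4 points for that class. With doublets kept the differences were −54.7 and 54.3 points, with every deposited barcode (doublets still removed) −54.5 and 52.1 points, and without an upper limit on genes −54.5 and 53.8 points. Leaving out a vehicle library gave −54.9 to −54.8 points and 53.5 to 53.8 points.

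The cycling shares also kept their direction. Thinning to 2000 UMIs gave −2.32 points in germ cell-like cells, where only 26 cells of EV 1 remain and nearly all cells of that depth cycle, and −4.53 points in fibroblast-like cells. Without thinning the values were −16.6 and −4.03 points, and by a UMI of Mki67 or Top2a −12.5 and −3.43 points. Leaving out a vehicle library gave −15.8 to −15.0 points and −6.22 to −5.03 points. The difference for subcluster 0 was 25.1 points at a Leiden resolution of 0.3.

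Over all cells, the stem cell genes stood at −3.85 with TMM factors, −3.85 with DESeq2 size factors, −3.98 with every barcode, −4.11 with doublets kept and −3.93 with counts per 10000. The progenitor genes stood at 1.00 with TMM factors, 1.00 with DESeq2 size factors, 0.88 with doublets kept and 0.89 with counts per 10000. Without a vehicle library the ranges were −4.07 to −4.01 and 0.77 to 0.85. Within germ cell-like cells, counts per 10000 gave −1.06 for the stem cell genes and reversed the progenitor genes to −0.20. Every barcode gave 0.54 for the progenitor genes. Without a vehicle library the ranges were −1.03 to −0.82 and 0.17 to 0.32. With 9, 3 and 7 UMIs of Rara, Rarg and Upp1 in germ cell-like cells of EV 1, the depth sets no direction for them.

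Of 18 values of the real-time PCR panel, 16 kept their sign under every alternative. Kit in germ cell-like cells reversed to 0.0094 with every barcode and stood at −0.056 without vehicle 1 and, reversed, at 0.018 without vehicle 2. Rarg reversed to −0.92 with counts per 10000. Of 126 alternative values of this panel, 48 moved and 75 stayed the same.

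The library-wide difference in germ cell-like cells was 1.33 with genes of at least 50 UMIs, by construction, since rarer genes vary more. It was 0.97 without genes of the other class, 0.98 with equal numbers of cells, and 1.09 to 1.09 against a single vehicle library, whose noise is not averaged. In fibroblast-like cells the values were 0.89, 0.70, 0.73 and 0.72 to 0.74. The median of the let-7 targets in fibroblast-like cells reversed to 0.027 with TMM factors, which shift all genes alike. Its percentile among matched random lists was 77.4 against 77.5, so the comparison with those lists did not reverse.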

Other observations

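The tests on progenitors among the fibroblast-like cells, on Dazl after thinning and on a stress state were chosen after the result was seen, the gene lists of the handling test after the clusters were seen, and the equal numbers of cells in the test of free RNA after the data were seen.

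The first hypothesis is that most cells of EV 1 are feeder fibroblasts and not spermatogonial progenitors. Germ cell transcripts stood at 0.517% of their germ cell-like level there, but since these markers had a part in naming the clusters, that value largely restates the names. Y-linked transcripts had no such part, and progenitors or stromal cells of the male pups would carry them. In fibroblast-like cells they stood at 0.344% of the germ cell-like level in EV 1 and at no more than 2.18% in the vehicle libraries, which argues against progenitors and against other cells of the pups. The fibroblast-like cells could therefore be STO cells, although no transcript that marks this line was tested, the Y chromosome of the line was not looked at, and other cells without Y-linked transcripts would look the same. Rara, Rarg and Upp1, by which the study named progenitors, were higher in fibroblast-like than in germ cell-like cells in every library. The rise of the progenitor genes over all cells, with a log2 ratio of 0.81 (0.77 to 1.00 across the alternatives), may thus follow from the share of fibroblast-like cells. Of the 9 genes the study used for fibroblasts, 5 were higher in fibroblast-like cells of every library, while Epcam and Cd24a lay mostly in germ cell-like cells. These 5 genes and Epcam were on the fixed marker lists, so their difference largely restates the names of the clusters. Cd24a was on none of these lists.

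Why germ cell-like cells were scarcer in EV 1 stays open. Lower depth would leave equal shares after thinning, but after thinning only 2.76% of the cells of EV 1 had a Dazl UMI. Thinning left out shallower cells, so it covers the deeper ones only. The filters are argued against by the difference of −54.5 points over every deposited barcode with doublets still removed, and of −54.7 points with doublets kept. Those barcodes had already been called as cells, so a loss of shallow germ cells before that step was not tested. Feeder cells carried into the suspension in larger numbers and an effect of the vesicles on germ cells cannot be told apart from these libraries. EV 1 alone had 10.9 fibroblast-like cells per germ cell-like cell, and each would give such a ratio. The study reported more cells and clumps with EVs, without induced apoptosis or necrosis. That would speak against a large loss of germ cells, but its counts followed longer treatment than the 3 days here, and the choice stays open. A mislabelled or exchanged library likewise stays open in these data. The study gave low stem cell shares as a mean with a small spread over its EV samples, which speaks against an exchange of a single library but was not checked here. The vehicle libraries lay 0.0953 points apart, and the partner EV library was not analysed here.

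The fibroblast-like cells of EV 1 may have been in another state than those of the vehicle libraries. A different mixture of clusters is not the whole cause, because within cluster 4 the library-wide difference was 0.65 against vehicle 1 and 0.38 between the vehicle libraries. Stronger handling of EV 1 during dissociation would raise immediate early genes in both classes. In fibroblast-like cells, however, they lay at percentile 1.22 of matched random lists (median log2 ratio −0.34). Stronger handling of the vehicle libraries would give such a lower value, so a handling difference in that direction stays open. In germ cell-like cells the immediate early genes lay at percentile 99.8 (0.60), so handling of that class stays open. Hypoxia genes lay at percentile 100 in fibroblast-like cells (0.77) and in germ cell-like cells (0.94). That list was written after stress genes had been seen to lead cluster 3, so these values do not test a stress state, which stays open.

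The other stress lists, written at the same time and given as values only, did not move as 1 block. Heat shock genes were at percentile 6.78 in fibroblast-like and 26.9 in germ cell-like cells (−0.26 and −0.17), and the integrated stress response at 29.8 and 50.7 (−0.14 and −0.07). Interferon genes had a median of −1.96 in fibroblast-like cells (percentile 0), while in germ cell-like cells only 2 of them had enough UMIs. Genes of the p53 response were lower in fibroblast-like cells (−0.70, percentile 0) and higher in germ cell-like cells (0.50, percentile 99.8). Nuclear-retained RNAs were higher in both, by 0.47 and 0.71 (percentiles 98.2 and 99.9). Metallothionein genes had a median of 1.81 in germ cell-like cells (percentile 99.99), where Mt1 rose from 660.0 to 2827 CPM. In fibroblast-like cells, where only 2 genes of that list had enough UMIs, Mt1 rose from 2494 to 7805 CPM, so that its free RNA can add to the former rise. Mt1 and Mt2 are close relatives, and their UMIs may not be fully separated.

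Free RNA of fibroblast-like cells was not the whole cause of the differences within germ cell-like cells. Over genes more than 10 times higher in germ cell-like cells, at equal numbers of cells, the difference from the vehicle libraries was at least 1.34, against 1.04 between them. The cycling share of germ cell-like cells stood at 79.5% in EV 1 after thinning to 1000 UMIs, so unequal counting alone did not give the lower share. It rests on 264 cells, whose median before thinning was 1351 UMIs, against 1883.5 in vehicle 1 and 2043 in vehicle 2. At 2000 UMIs, where 26 cells of EV 1 remained, the difference shrank to −2.32 points. Thinning does not equalise the cells' own depth, so a different mix of cells by depth stays open. Fewer cycling germ cells in EV 1 would differ in direction from the greater proliferation that the study described. The study, however, measured proliferation by cell counts and by uptake of BrdU, a label of newly made DNA, after longer treatment. The phases here were scored from RNA, so time and measure both differ and the results are not directly comparable. With 1 library, the lower cycling share could also be a property of the culture, and it was not tested further.

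Cluster 4, the shallow fibroblast-like cluster that was larger in EV 1, may hold damaged cells. Cells that lost cytoplasm together with mitochondria would have few mitochondrial UMIs. The median of cluster 4 was 2.20% in EV 1, above the 1.64% and 1.63% of clusters 2 and 3. Leaky cells that kept their mitochondria would give such a higher share, so it does not count against damage. The 2.20% was, however, below the 3.14% and 2.56% of cluster 4 in vehicle 1 and vehicle 2, so this measure does not decide. Malat1 and Neat1 took 14.8% of the UMIs of cluster 4 in EV 1 against 3.85% and 3.13% in clusters 2 and 3. A loss of cytoplasm would give this too, so leaky cells stay open.

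Of the 11000 germ cell-like cells of the 3 libraries, 47.2% came from vehicle 1, 49.4% from vehicle 2 and 3.48% from EV 1. The shares given by the study are read as parts of single clusters over all 4 libraries, so the denominators differ and the values are not compared. The cluster names were rebuilt here, which is another source of differences from the study.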
